# Multi-omics analyses of early liver injury reveals cell-type-specific transcriptional and epigenomic shift

**DOI:** 10.1186/s12864-021-08173-1

**Published:** 2021-12-18

**Authors:** Maciej Migdał, Eugeniusz Tralle, Karim Abu Nahia, Łukasz Bugajski, Katarzyna Zofia Kędzierska, Filip Garbicz, Katarzyna Piwocka, Cecilia Lanny Winata, Michał Pawlak

**Keywords:** Liver, Hepatocytes, Stellate cells, Endothelial cells, Chromatin, Transcriptomics, ATAC-seq, RNA-seq, Genomics, Epigenomics, Zebrafish

## Abstract

**Background:**

Liver fibrosis is a wound-healing response to tissue injury and inflammation hallmarked by the extracellular matrix (ECM) protein deposition in the liver parenchyma and tissue remodelling. Different cell types of the liver are known to play distinct roles in liver injury response. Hepatocytes and liver endothelial cells receive molecular signals indicating tissue injury and activate hepatic stellate cells which produce ECM proteins upon their activation. Despite the growing knowledge on the molecular mechanism underlying hepatic fibrosis in general, the cell-type-specific gene regulatory network associated with the initial response to hepatotoxic injury is still poorly characterized.

**Results:**

In this study, we used thioacetamide (TAA) to induce hepatic injury in adult zebrafish. We isolated three major liver cell types - hepatocytes, endothelial cells and hepatic stellate cells - and identified cell-type-specific chromatin accessibility and transcriptional changes in an early stage of liver injury. We found that TAA induced transcriptional shifts in all three cell types hallmarked by significant alterations in the expression of genes related to fatty acid and carbohydrate metabolism, as well as immune response-associated and vascular-specific genes. Interestingly, liver endothelial cells exhibit the most pronounced response to liver injury at the transcriptome and chromatin level, hallmarked by the loss of their angiogenic phenotype.

**Conclusion:**

Our results uncovered cell-type-specific transcriptome and epigenome responses to early stage liver injury, which provide valuable insights into understanding the molecular mechanism implicated in the early response of the liver to pro-fibrotic signals.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08173-1.

## Background

Liver injury is a rising public health concern, especially in European and North American countries. Its increasing prevalence leads to an expanding body of work regarding the molecular mechanisms present in advanced liver disease, however our knowledge about the earliest stages of liver injury is still limited. Liver injury is manifested by the formation of fibrous tissue as a result of ECM deposition at the site of injury [1]. Progressive fibrous scar formation may distort normal liver structure by formation of septa and nodules of regenerating hepatocytes (HEPs) leading to impaired portal blood flow and formation of cirrhotic architecture [2]. Liver cirrhosis is the end-stage of hepatic fibrosis affecting about 0.1% of the European population [1]. The most serious outcome of cirrhosis is hepatocellular carcinoma (HCC), constituting 70-90% of cases of primary liver cancer [1]. The predominant causes of liver fibrosis are chronic excessive alcohol consumption, viral hepatitis B and C and non-alcoholic fatty liver disease (NAFLD), the latter becoming a major concern with the increasing incidence of obesity in Europe and the USA [1].

Liver parenchymal cells, HEPs, are the most abundant cell subpopulation in this organ in mammals, constituting ca. 85% of the total liver cell mass [3]. Under physiological conditions, HEPs are responsible for a wide range of functions, including carbohydrate, fatty acid and protein metabolism as well as immune response [3]. Upon liver damage, HEPs are a source of reactive oxygen species, pro-inflammatory signals as well as cytokines, taking part in the activation of repair pathways [3].

Hepatic stellate cells (HSCs) comprise 8% of the total liver cell population [4]. Under normal physiological conditions, these mesenchymal cells reside in the space of Disse, maintaining a quiescent state, storing vitamin A in cytoplasmic lipid droplets [5]. Upon liver damage, HSCs are activated and transdifferentiate into myofibroblast-like cells. Their activation is triggered by multiple autocrine and paracrine signals, such as transforming growth factor (TGFβ), SMAD3, protein platelet-derived growth factor receptor (PDGF), vascular endothelial growth factor (VEGF) and connective tissue growth factor (CTGF) [6]. In an active state, HSCs are the primary ECM-producing cell population, resulting in the creation of a temporary scar tissue at the damaged site. Active HSCs produce cytokines and growth factors, promoting liver regeneration. In chronic liver disease, however, the reoccurring HSC activation may result in permanent scar formation, resulting in sections of non-functional liver tissue [5].

Endothelial cells in the liver are found mainly lining the inner walls of the sinusoidal blood vessels (liver sinusoidal endothelial cells - LSECs). LSECs are highly specialized, forming a permeable barrier by virtue of their fenestrae, between hepatocyte membranes and blood vessel lumen. The presence of fenestrae, combined with the absence of a basement membrane, contribute to making the LSECs the most endocytosis-capable cell population in the human body [7]. LSECs regulate the tone of hepatic blood vessels and maintain the quiescent state of HSCs [7].

In response to chronic hepatotoxic injury, various molecular and cellular factors interact with HEPs and LSECs, leading to sequential activation of HSCs [8]. This in turn initiates the perpetuation phase, hallmarked by proliferative, contractile and inflammatory phenotype characterized by increased production of ECM proteins including collagens, fibronectin, decorin, elastin and proteoglycans [2, 9]. The understanding of molecular mechanisms of hepatic fibrosis has markedly increased due to the availability of liver fibrosis models such as cell culture systems, rodent model systems and biopsied human material [10]. However, our knowledge of cell-type-specific gene regulatory networks and epigenetic hallmarks associated with the initial response to hepatotoxic injury is still lacking, mainly due to the challenges of studying cell interactions and their behaviour in a living organism. Such knowledge is crucial for accurate diagnosis and development of new therapeutic approaches targeting liver fibrosis and related disorders.

The zebrafish (*Danio rerio*) has emerged as a useful model organism for studying the mechanism of liver disease in vivo, both in larvae and adult individuals [11–13]. Despite the distinct architecture between mammalian and zebrafish liver, they contain similar main cell types, including HEPs, endothelial cells (ECs) and HSCs, with conserved function and gene expression profiles [5, 14, 15]. To dissect the molecular mechanisms regulating the initiation of hepatic fibrosis and understand the interplay between genetic and epigenetic signals in this process, we utilized the model of thioacetamide-induced liver injury in adult zebrafish and characterized cell-type-specific changes at both transcriptome and epigenome level in three main liver cell types. Thioacetamide (TAA) is a potent hepatotoxin that has been widely used to induce acute and chronic liver injury in rodent models [16–18]. There is a wide variation in the administration routes and time of exposure between studies, but most commonly a regimen of intraperitoneal injections of 100-200 mg/kg of body mass 2-3 times per week for over 6 weeks has been used to induce liver fibrosis and cirrhosis [19]. TAA has also been utilized to induce liver injury in zebrafish larvae, establishing it as a model for steatohepatitis [13]. The larvae used in the cited study were exposed to 0.025% TAA for 10 days starting at 72 h post-fertilization (hpf), when the embryonic liver becomes functional. At 5 days post-fertilization the embryos exhibited molecular markers of apoptosis and steatohepatitis, which continued until the end of the treatment. TAA has also been used in juvenile zebrafish, where intraperitoneal injections of 300 mg/kg b.m. three times a week induced steatosis [20].

We employed three transgenic zebrafish lines to isolate the respective cell populations: HEPs (*Tg(fabp10a:dsRed)*), HSCs (*Tg(hand2:EGFP)*), and ECs (*Tg(kdrl:ras-mCherry)*). We implemented a machine learning technique known as self-organizing maps (SOMs) to generate whole genome expression profiles of both physiological state and early response to liver injury from the three studied cell types [21]. The integration of this data with genome-wide open chromatin maps (ATAC-seq) from corresponding samples allowed to uncover specific gene and chromatin signatures of the studied cell populations. Our analysis revealed that early response of the liver to pro-fibrotic signals is manifested in cell-type specific transcriptome and epigenome rearrangements and identified molecular hallmarks of this process. This work provides a step towards understanding the initial stages of liver injury and may serve as a resource for further investigation aimed at developing new diagnostic and treatment tools.

## Results

### Identification of liver cell-type-specific transcriptional portraits under normal physiological condition

In order to characterize the molecular profiles representing the HEPs, HSCs, and ECs under physiological conditions, we utilized three transgenic lines *Tg(fabp10a:dsRed)*, *Tg(hand2:EGFP)* and *Tg(kdrl:Hsa.HRAS-mCherry)* which express red (dsRed, mCherry) or green fluorescent proteins (GFP) in the corresponding cell types [14, 22, 23]. Whole livers were dissected from adult zebrafish from each of the transgenic lines used in this study (Fig. 1A). Fluorescent microscopy of liver from the corresponding transgenic lines confirmed the fluorescence observed in the corresponding cell types (Fig. 1B). We prepared cell suspensions and performed FACS according to previously established protocols (See Methods, Supp. Fig. 1). 

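RNA was sequenced from the reporter-positive and the reporter-negative cells of each line, with 3 control libraries of each kind per line and 18 control libraries in all. Each library was prepared from 100000 sorted cells of adult fish that had received 6 control injections over 2 weeks. The methods name both sterile water and saline as the control injection, and the legend of Fig. 1 names saline. The paper counts 6 such fish, so unless others were used the 9 control replicates of the 3 lines cannot all be separate fish. The authors trimmed the reads, removed those matching ribosomal RNA, aligned the rest to GRCz11 with STAR and transformed the values per gene with the regularized logarithm (rlog) of DESeq2. The rlog divides the counts of each library by a size factor and shrinks the deviations of genes with few counts towards the mean of the gene over all libraries. The deposited table holds these rlog values, on the log2 scale, for 18336 genes in 27 libraries, from -2.62 to 22.57. The values were used as deposited and no gene was removed. Because they cannot be turned back into counts, groups were compared with limma (lmFit, contrasts.fit and eBayes with a variance trend) and p-values were adjusted over all genes by the Benjamini-Hochberg method, with a threshold of 0.05. A gene called higher or lower had an adjusted p-value under this threshold. The table lists genes by Ensembl identifier. Supp. Table 4 of the paper pairs 1415 identifiers with symbols, of which 1408 are in the table, and a gene without such a pairing is not analysed here by name. Chromosome positions are not used here. The totals that the paper gives in Supp. Table 1 for reporter-positive control libraries had a median of 46.5 M read pairs in ECs (from 31.3 to 47.3), 32.3 M in HEPs (from 31.2 to 34.7) and 37.4 M in HSCs (from 31.3 to 40.5). No library was an identical copy of another. The median absolute difference between replicates over all genes was at most 0.39 in mCherry-positive, 0.52 in dsRed-positive and 0.60 in EGFP-positive control libraries, and it reached 1.04 in EGFP-negative libraries.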

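Transcripts of the reporters are not analysed here, and the endogenous genes whose promoters drive them were read in their place. The gene kdrl (ENSDARG00000105215), whose promoter drives mCherry, had an rlog value of 12.67 ± 0.15 (SD, n = 3) in mCherry-positive control libraries and 7.19 ± 2.08 (SD, n = 3) in mCherry-negative ones. The log2 difference was 5.48 (standard error 1.01, adjusted p = 0.00089 from limma with Benjamini-Hochberg adjustment over all genes). Every mCherry-positive library had a higher value than every mCherry-negative one (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). The gene hand2 (ENSDARG00000008305), whose promoter drives EGFP, had a value of 0.68 ± 0.77 (SD, n = 3) in EGFP-positive libraries and 0.0019 ± 0.70 (SD, n = 3) in EGFP-negative ones. These values overlapped (log2 difference 0.68, standard error 0.52, adjusted p = 0.63 from limma with Benjamini-Hochberg adjustment, two-sided exact permutation p = 0.30). The gene fabp10a is not analysed here. A limma fit of the 18 control libraries gave 2747 genes that were higher and 2621 that were lower in mCherry-positive than in mCherry-negative cells. In the dsRed line 1 gene was higher and 97 were lower in positive cells. In the EGFP line the count was 0, with 1954 genes at an unadjusted p under 0.05. The values of positive and negative libraries did not overlap for 56.1% of the genes in the mCherry line, 19.5% in the dsRed line and 11.3% in the EGFP line, where chance gives 10%. After removal of group means, the mean correlation of same-numbered positive and negative libraries was 0.157 in the mCherry line, 0.130 in the dsRed line and 0.026 in the EGFP line. With the replicate number as a block, 5157 genes differed in the mCherry line, 26 in the dsRed line and 3 in the EGFP line. A filter on genes with a mean value of at least 3 gave 3793 in the mCherry line, and leaving out each replicate in turn gave 3736 to 4373. It gave 0 to 33 genes in the dsRed line and 1 to 133 in the EGFP line, where the negative libraries differed from each other and kdrl was at 6.79, 5.80 and 10.31 in them.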

The number of RNA-seq reads corresponding to fluorescent reporters specific to each cell-type (Fig. 1B) was strongly enriched in fluorescent-positive samples, which confirmed the purity of FACS isolated samples (Fig. 1C). In order to ascertain the cell-type gene signatures, we performed differential expression comparisons between samples and identified the most enriched genes in each cell type (Fig. 2A, Supp. Table 2). 

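Each cell type was compared with the mean of the other 2 in a limma fit of the 9 reporter-positive control libraries. In ECs 5539 genes were higher and 3631 lower, in HSCs 2199 were higher and 3105 lower, and in HEPs 1830 were higher and 1956 lower. Requiring a gene to be higher than in each of the other cell types separately gave 3892 genes in ECs, 111 in HSCs and 124 in HEPs, and in HSCs and HEPs no other alternative moved the count as far. In ECs a filter on genes with a mean value of at least 3 moved it furthest, to 3530. With each library centred on its median, 4382 genes were higher and 4708 lower in ECs, 2811 higher and 2515 lower in HSCs, and 2046 higher and 1564 lower in HEPs. Between pairs of cell types, ECs and HEPs differed in 4758 genes higher and 3127 lower in ECs, and ECs and HSCs in 5024 higher and 3379 lower in ECs. HEPs and HSCs differed in 329 genes higher and 152 lower in HEPs. Of the genes of Supp. Table 2 that were read here and are in the deposited table, 1997 of 1997 in ECs, 368 of 377 in HSCs and 125 of 126 in HEPs were called higher in the same cell type. For ECs these are only part of the list, of which 2555 genes were not read.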

The largest number of cell-specific genes were found in ECs (4553), then in HSCs (380) and in HEPs (126) (Supp. Table 2). These included known cell-specific markers for ECs (*sox18* [24]*, sele* [25]*, flt1* [26]*)* and HEPs (*soat2* [27]) (Fig. 2B). 

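The gene sox18 (ENSDARG00000058598) had an rlog value of 7.32 ± 0.38 (SD, n = 3) in control ECs, 0.88 ± 0.77 (SD, n = 3) in HEPs and 0.82 ± 0.40 (SD, n = 3) in HSCs. Its log2 difference between ECs and the mean of the other 2 was 6.47 (standard error 0.45, adjusted p = 2.3e-07 from limma with Benjamini-Hochberg adjustment). For sele (ENSDARG00000009123) the value was 10.14 ± 0.13 (SD, n = 3) in ECs, 3.29 ± 0.60 in HEPs and 2.78 ± 0.31 in HSCs, a log2 difference of 7.10 (standard error 0.30). For flt1 (ENSDARG00000019371) it was 10.11 ± 0.08 (SD, n = 3) in ECs, 2.90 ± 0.56 in HEPs and 2.06 ± 0.47 in HSCs, a log2 difference of 7.63 (standard error 0.32). Each of these genes was higher in every EC library than in any of the other 6 libraries (two-sided exact permutation test, p = 0.0119). The gene soat2 (ENSDARG00000059824) had a value of 7.12 ± 0.31 (SD, n = 3) in HEPs, 2.18 ± 0.79 in ECs and 3.84 ± 1.56 in HSCs. Its log2 difference between HEPs and the other 2 was 4.11 (standard error 0.57, adjusted p = 0.00049 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.0119).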

On the other hand, genes related to fatty acid metabolism (*fasn* [28], *fat3b, hmgcra* [29]*, hmgcs1* [30]*, elovl4a* [31]) and cholesterol biosynthesis (*cyp51, sc5d, hmgcra, msmo1, nsdhl, hmgcs1, dhcr7*) were upregulated in HSCs which are known to contain vitamin A lipid droplets [32] (Supplementary Table 2). 

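Of these genes, fasn, hmgcra, hmgcs1 and cyp51 are analysed here. The gene fasn (ENSDARG00000087657) had an rlog value of 10.09 ± 0.75 (SD, n = 3) in control HSCs, 8.40 ± 0.26 in HEPs and 7.23 ± 0.35 in ECs, a log2 difference of 2.27 between HSCs and the mean of the other 2 (standard error 0.29, adjusted p = 0.00015 from limma with Benjamini-Hochberg adjustment, two-sided exact permutation p = 0.0119). The values of the other 3 genes varied widely between HSC libraries. For hmgcra (ENSDARG00000052734) the value was 8.90 ± 2.33 (SD, n = 3) in HSCs, 5.84 ± 1.56 in HEPs and 1.60 ± 1.18 in ECs, a log2 difference of 5.18 (standard error 0.87, adjusted p = 0.00084 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.0357). For hmgcs1 (ENSDARG00000103025) it was 7.79 ± 2.84 (SD, n = 3), 5.35 ± 0.47 and 4.25 ± 0.74 in the same order, a log2 difference of 2.99 (standard error 0.85, adjusted p = 0.019 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.0238). For cyp51 (ENSDARG00000042641) it was 8.15 ± 2.16 (SD, n = 3), 5.53 ± 0.85 and 4.22 ± 0.33, a log2 difference of 3.28 (standard error 0.68, adjusted p = 0.0031 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.0238). With each HSC library left out in turn, the log2 difference of hmgcs1 lay between 1.42 and 4.19. The paper relates these genes to the vitamin A lipid droplets of HSCs.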

Gene ontology (GO) analysis revealed the enrichment of genes related to angiogenesis in ECs, insulin-like growth factor receptor signalling genes and cellular phosphate ion homeostasis in HEPs and lipid transport and metabolism genes in HSCs (Fig. 2C). 

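Marker genes of liver cell types were listed before their values were read. Only genes of the SOM clusters have a symbol here, so 16 of 20 endothelial, 6 of 20 stellate and 4 of 20 hepatocyte markers were found, and these lists overlap the clusters that the paper drew from the same libraries. All 16 endothelial markers were higher in control ECs than in the mean of the other cell types (limma with Benjamini-Hochberg adjustment over all genes, and 16 when adjusted over the list alone). Their mean rlog value per library was 8.74 ± 0.19 (SD, n = 3) in ECs, 2.57 ± 0.28 in HEPs and 2.25 ± 0.49 in HSCs. Of the 6 stellate markers, 3 were higher in control HSCs (3 when adjusted over the list alone) and 5 had their highest mean there. The stellate mean was 2.06 ± 0.73 (SD, n = 3) in HSCs, 1.47 ± 0.03 in HEPs and 0.12 ± 0.31 in ECs. The 4 hepatocyte markers were higher in control HEPs (4 when adjusted over the list alone), and all 4 were also higher in control HSCs than in the mean of the other cell types. The hepatocyte mean was 10.11 ± 0.08 (SD, n = 3) in HEPs, 10.10 ± 0.43 in HSCs and 6.61 ± 0.59 in ECs. Of 20 leukocyte markers 5 were found, and their mean was 8.17 ± 0.15 (SD, n = 3) in control ECs. It was 6.11 ± 0.31 in HEPs, 5.42 ± 0.73 in HSCs and 6.04 ± 0.50 in mCherry-negative cells. The 16 endothelial markers all lie in cluster G, and their level does not show whether other cells were in the mCherry-positive libraries.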

Taken together, the enrichment of known markers and the relevant GO terms in ECs, HEPs, and HSCs support the identity of the respective cell types.

**Fig. 1:**
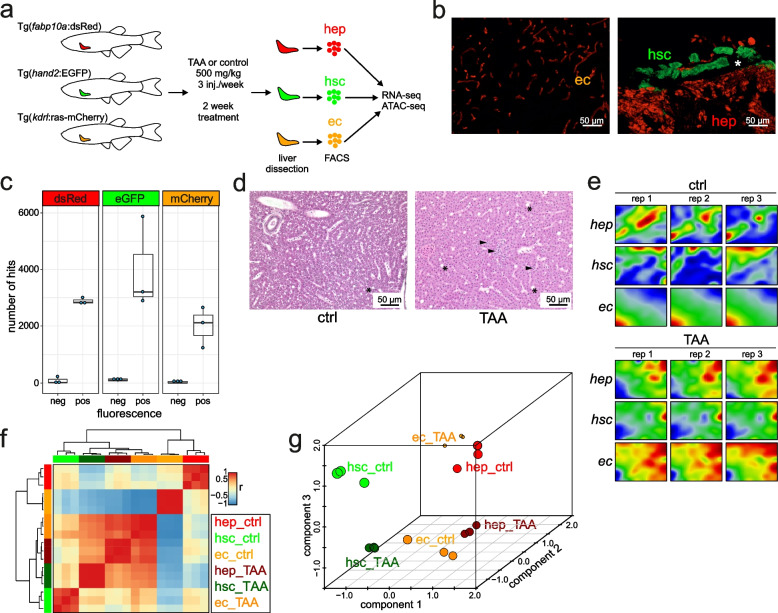
Transcriptional portraits of liver cells in response to TAA. **a** A scheme of the study. Adult transgenic zebrafish lines were treated with TAA (500 mg/kg) or control (saline) three times per week for 2 weeks. Livers were removed and fluorescent-positive cells were sorted by FACS. RNA-seq and ATAC-seq libraries were performed from sorted cells; **b** Transgenic zebrafish liver cryosection micrographs visualizing ECs (*Tg(kdrl:Hsa.HRAS-mCherry))*, HSCs (*TgBAC(hand2:EGFP))* and HEPs (*Tg(fabp10a:dsRed)*) as indicated on the figure legends; **c** Number of transgene BLAST hits from fluorescent-negative and positive cells from transgenic zebrafish lines; **d** Microscopic images of histological H&E sections of control and TAA-treated animals indicating inflammation loci (arrowheads) and extracellular lipid droplets (asterisks); **e** Portraits of co-regulated over- or underexpressed metagenes as red and blue spots, respectively. The color gradient of the map visualizes over- and underexpression of the metagenes compared with the mean expression level in the pool of all samples studied; **f** Sample pairwise Pearson correlation heatmap on the clustered data; **g** Independent Component Analysis on clustered data

**Fig. 2:**
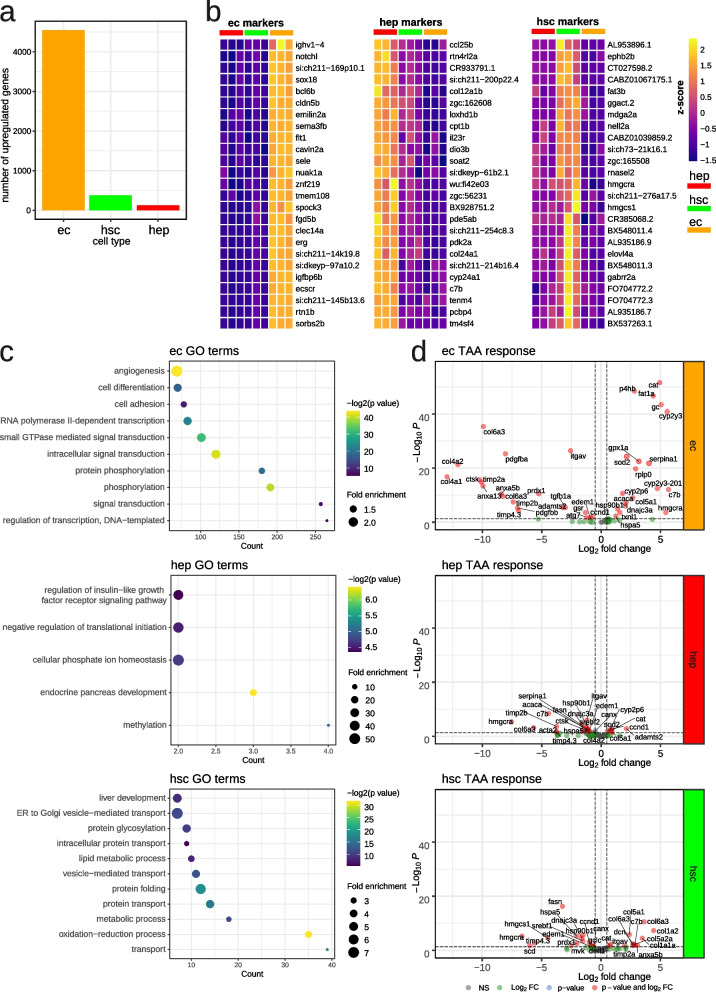
Liver cell signatures in quiescent and activated state. **a** Number of identified cell type specific genes at quiescent state in each cell type, logFC > 0, padj < 0.05; **b** Heatmaps of top 25 cell type specific genes at quiescent state in each cell type, logFC > 0, padj < 0.05; **c** GO over-representation analysis of identified cell type specific genes at quiescent state in each cell type; **d** Volcano plot of selected genes, involved in liver fibrosis and response to oxidative stress, under TAA treatment

### TAA metabolism is reflected in the transcriptional shift in liver cells

We then sought to determine the transcriptional signatures of early hepatotoxic injury response in each of the three liver cell types. We induced liver injury using TAA at a concentration of 500 mg/kg of body mass. The short term TAA treatment induced mild histological changes with observed inflammation (Fig. 1D). We then collected whole livers from TAA-treated *Tg(fabp10a:dsRed)*, *TgBAC(hand2:EGFP)* and *Tg(kdrl:Hsa.HRAS-mCherry)* fishes, isolated the corresponding cell types by FACS, and performed RNA-seq.

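The TAA fish received 500 mg/kg in each of 6 injections over 2 weeks, and 3 reporter-positive libraries per line were sequenced from them. Their rlog values stand in the same deposited table as those of the controls. TAA and control libraries of each cell type were compared in a limma fit of the 18 reporter-positive libraries, which make 6 groups of 3, and the change is the TAA mean minus the control mean on the log2 scale. According to Supp. Table 1, the TAA libraries had a median of 36.6 M read pairs in ECs (from 32.9 to 44.8), 38.4 M in HEPs (from 35.9 to 42.1) and 50.4 M in HSCs (from 38.5 to 66.2). In that table 3 of the 18 RNA-seq entries, HEP TAA replicates 1 and 3 and HSC TAA replicate 2, repeat the read pairs of ATAC-seq entries. In the other 6 TAA entries, the share of duplicate reads was higher in read 1 than in read 2, by 11.7 to 14.5 percentage points, and in the 9 control entries it was lower, with a difference between -11.2 and -2.2. This property parts all of these TAA from all control libraries, so a sequencing batch and the treatment cannot be told apart and no value within batches can be given. The mean correlation of same-numbered TAA and control libraries after removal of group means was 0.040 in ECs, -0.012 in HEPs and 0.00063 in HSCs. On simulated data of the same size with 200 changed genes, the fit recovered 41% of them, 65% of those changed by 2 and 17% of those changed by 1 on the log2 scale, and 6.82% of its calls were false. The simulated noise had 1 spread per gene in all groups, and far fewer genes changed than were called in ECs. In the data, median replicate differences were 0.52 to 0.60 in control HSCs and 0.25 to 0.27 in TAA HSCs. The simulation thus does not give the recovery or the false calls of the real fits.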

We evaluated cell-type-specific transcriptional response to TAA activation by looking at the expression of genes related to TAA metabolism and genes activated in response to liver injury and fibrogenesis (Fig. 2D, Supp. Table 3). 

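Of the genes that the paper names as expression results, the members of the cytochrome p450 and matrix metalloproteinase families in the SOM clusters and the reporter driver genes, 61 in all, 44 have an identifier here. Under TAA 32 of them changed in ECs, 7 in HEPs and 15 in HSCs in limma with Benjamini-Hochberg adjustment over all genes, and 32, 9 and 17 when adjusted over the list alone. As this list comes from the paper's reading of the same libraries, it shows no stability. Among the redox genes of Fig. 2D, cyp2y3 (ENSDARG00000101423) is analysed here, and cat, cyp2p6, sod2 and gpx1a are not analysed here. In ECs cyp2y3 had an rlog value of 9.78 ± 0.39 (SD, n = 3) under TAA and 5.15 ± 0.63 (SD, n = 3) in controls, a log2 difference of 4.63 (standard error 0.31, adjusted p = 2.1e-10 from limma with Benjamini-Hochberg adjustment, two-sided exact permutation p = 0.10). In control HEPs and HSCs it was already at 9.03 ± 0.54 and 9.19 ± 0.53. Its change was 0.34 in HEPs (adjusted p = 0.57 from limma with Benjamini-Hochberg adjustment) and 0.15 in HSCs (adjusted p = 0.79 from the same fit), and neither held up against the replicate error. With replicates left out in turn, the change in HSCs fell to -0.12.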

The increased expression of genes related to cell redox homeostasis such as catalase (*cat*) [33], cytochromes (*cyp2y3, cyp2p6*) [34], superoxide dismutase 2 (*sod2*) [34], glutathione peroxidase 1a (*gpx1a*) [35] was observed in response to TAA, with the most striking response in ECs. 

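In HSCs col1a1a (ENSDARG00000012405) had an rlog value of 7.57 ± 0.36 (SD, n = 3) under TAA and 4.26 ± 1.26 (SD, n = 3) in controls, a log2 difference of 3.31 (standard error 0.66, adjusted p = 0.0041 from limma with Benjamini-Hochberg adjustment). For col1a2 (ENSDARG00000020007) the values were 6.79 ± 0.12 and 2.41 ± 1.35, a log2 difference of 4.38 (standard error 0.62, adjusted p = 0.00024 from the same fit). For col5a2a (ENSDARG00000031678) they were 4.17 ± 0.12 and 1.81 ± 1.23, a log2 difference of 2.36 (standard error 0.56, adjusted p = 0.013). For dcn (ENSDARG00000012066) they were 3.55 ± 0.44 and 1.26 ± 0.80, a log2 difference of 2.29 (standard error 0.43, adjusted p = 0.0028). In each case every TAA library lay above every control library (two-sided exact permutation test, p = 0.10). In a fit of the 6 HSC libraries alone, col5a2a and dcn were no longer past the threshold. In ECs the changes of these genes were 1.03 for col1a1a, 0.68 for col1a2, 0.11 for col5a2a and 0.05 for dcn, and in HEPs they were -0.67, 0.29, 0.00091 and -0.11 in the same order. None of these was past the threshold in limma, although with quantile normalization col1a1a rose in ECs by 1.68 and passed it. The genes col5a1, col6a3, timp2a, itgav and anxa5b are not analysed here.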

Pro-fibrotic genes [8] including ECM proteins such as collagens (*col1a1a, col1a2, col5a2a, col5a1, col6a3*), decorin (*dcn*) as well as metallopeptidase inhibitor 2a (*timp2a*), integrin alpha V (*itgav*) and annexin 5b (*anxa5b*) were specifically upregulated in HSCs, in response to TAA (Fig. 2D).

### TAA induces transcriptional reprogramming of hepatic endothelial cells

To provide a global view of the behaviour of correlated gene clusters in three hepatic cell types in response to TAA, we used self-organizing map based tool oposSOM R package [36]. The tool first constructed transcriptional portraits of all the samples, then a second unsupervised reduction step was performed, further reducing dimensionality to overexpression spots representing clusters (A-H, Supp. Table 4) of co-expressed metagenes which are highly expressed in, at minimum, one condition (Fig. 3A, B) [37]. 

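Supp. Table 4 assigns 1415 genes to 8 clusters, with 109 genes in cluster A, 554 in B, 154 in C, 82 in D, 121 in E, 95 in F, 145 in G and 155 in H. All of them are in the deposited table except 7 genes of cluster C, of which 147 are used here. For each cluster the rlog values of its genes were averaged in every library, so that the library stays the replicate. The change is the difference between the mean of the 3 TAA and the 3 control libraries, with a two-sided exact permutation test that cannot give less than 0.10. Supp. Table 4 itself was not recomputed, and because its clusters were drawn from these libraries, the changes describe them and are not an independent test. With the replicate number as a block, an exact sign-flip test cannot give less than 0.25, and 19 of the 24 combinations of cluster and cell type reached it.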

To link overexpression with gene set overrepresentation in a sample- and spot-specific way, we visualized the metagene expression across samples on the heatmap (Fig. 3C) and performed the gene set overrepresentation analysis (Fig. 3D, E; Supp. Table 5). The gene expression portraits of both control and TAA-treated samples from each of the three cell types revealed that short-term TAA exposure induced strong changes in genome-wide expression landscapes between cell types in physiological state and upon TAA activation (Fig. 1E, F). 

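Each gene was centred on its mean over the 18 reporter-positive libraries, and Pearson correlations between libraries were computed across genes, which are not independent replicates. The mean correlation of the 9 combinations of a TAA with a control library was -0.645 ± 0.013 (SD) in ECs, -0.011 ± 0.060 in HEPs and 0.042 ± 0.064 in HSCs. Between replicates it was 0.894 in control ECs, 0.303 in control HEPs and 0.241 in control HSCs, and 0.674, 0.553 and 0.642 in the TAA libraries in the same order. Between cell types, ECs and HEPs correlated by -0.120 ± 0.107 in controls and 0.326 ± 0.088 under TAA, and ECs and HSCs by -0.267 ± 0.062 and 0.294 ± 0.042. The correlation of HEPs and HSCs was 0.00084 ± 0.034 in controls and 0.156 ± 0.036 under TAA. The coefficient for ECs moved most with Spearman's method, to -0.547.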

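In ECs 9387 of the 18336 genes changed under TAA in limma with Benjamini-Hochberg adjustment, 3611 upwards and 5776 downwards, of which 8011 changed by at least 1 on the log2 scale. In HEPs 1357 genes changed (391 upwards, 966 downwards), and 1164 by at least 1. In HSCs 1505 changed (782 upwards, 723 downwards), and 1235 by at least 1. The TAA and control values did not overlap for 62.0% of the genes in ECs, 30.6% in HEPs and 31.4% in HSCs, where chance gives 10%. The EC count fell most with a filter on genes with a mean value of at least 3, to 5917. The median change of all genes in ECs was -0.25, and with quantile normalization it was 0.15 and 5112 genes rose while 4557 fell. In ECs the largest rises among genes past the threshold whose TAA and control values did not overlap were those of fgf19 (ENSDARG00000098663), by 7.14 (standard error 1.00, adjusted p = 4.4e-06 from limma with Benjamini-Hochberg adjustment), of ENSDARG00000114142, by 6.48, and of igfbp1b (ENSDARG00000038666), by 6.32. The largest falls were -10.42 for kdrl (standard error 0.53), -9.95 for aoc2 (ENSDARG00000014646) and -9.78 for f8 (ENSDARG00000101385, adjusted p = 1.1e-11 from limma with Benjamini-Hochberg adjustment).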

Interestingly, the most striking changes induced by TAA treatment were observed in ECs (Fig. 1G).

**Fig. 3:**
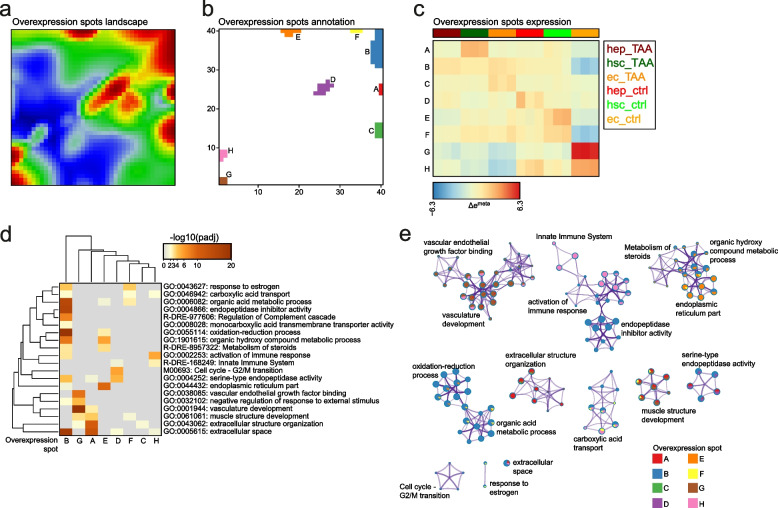
Functional characterization of overexpression spots landscape. **a** Overexpression spots landscape. Logged expression values of each gene were transformed into differential expression values relative to the mean expression of the particular gene in the experimental series of samples considered. Overexpression spots are coloured in red; **b** Overexpression spots annotation to clusters from A to H; **c** Mean overexpression spots expression across samples; **d** Gene sets enrichment analysis on the clustered data. Overrepresentation *p*-values for each cluster are provided; **e** Meta-analysis of gene set enrichment performed by Metascape. Only significantly enriched terms are shown (padj < 0.05)

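In ECs the mean rlog value of the 554 genes of cluster B was 7.06 ± 0.25 (SD, n = 3) under TAA and 3.14 ± 0.38 (SD, n = 3) in controls, a rise of 3.92 (two-sided exact permutation test, p = 0.10). In control HEPs the cluster was at 6.30 ± 0.12. The 95 genes of cluster F were at 5.87 ± 0.39 (SD, n = 3) under TAA and 2.37 ± 0.26 in controls, a rise of 3.50 (exact permutation p = 0.10), beside 5.60 ± 0.22 in control HEPs. All 554 and all 95 genes rose past the threshold in limma. Across the scaling alternatives and the fits without a replicate, both clusters rose in ECs, by at least 3.73 in cluster B and 3.28 in cluster F.

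**Figure D1:**
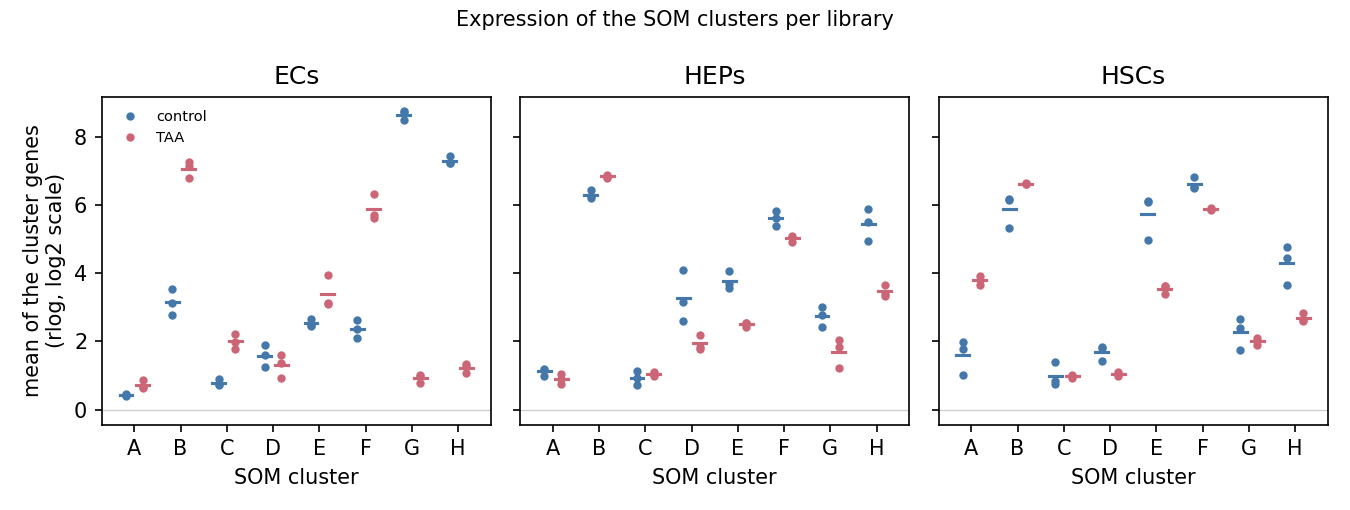
Mean rlog value (log2 scale) of the genes of each SOM cluster in every reporter-positive library, for control and TAA libraries of each cell type. Points are libraries (3 per group) and bars are group means. In ECs clusters B and F rose by 3.92 and 3.50, and clusters G and H fell by 7.71 and 6.07.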

Analysis of the SOM clusters in ECs revealed an increase in expression of genes related to metabolic and redox processes as well as cellular transport (Fig. 3C, D - clusters B and F). 

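In ECs the 145 genes of cluster G were at 0.93 ± 0.13 (SD, n = 3) under TAA and 8.64 ± 0.15 (SD, n = 3) in controls, a change of -7.71 on the log2 scale (two-sided exact permutation test, p = 0.10). Cluster H was at 1.22 ± 0.14 (SD, n = 3) under TAA and 7.29 ± 0.11 in controls, a change of -6.07 (exact permutation p = 0.10). Every gene of both clusters fell past the threshold in limma. Under TAA, cluster G was lower in ECs than in HEPs, at 1.70 ± 0.42, and HSCs, at 2.01 ± 0.10, and cluster H was also lower than in HEPs, at 3.47 ± 0.18, and HSCs, at 2.68 ± 0.14.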

We also observed downregulation of genes related to vasculature development as well as activation of immune response in ECs after treatment with TAA (Fig. 3C, D - clusters G and H; Supp. Fig. 6).

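In HEPs the genes of cluster B were at a mean of 6.83 ± 0.05 (SD, n = 3) under TAA, a rise of 0.53 over the controls (two-sided exact permutation test, p = 0.10). Of its 554 genes 449 had a higher mean under TAA, and 55 rose and 7 fell past the threshold in limma with Benjamini-Hochberg adjustment. The rise lay between 0.46 and 0.62 under the other settings and between 0.48 and 0.60 without each replicate in turn. Among genes past the threshold whose TAA and control values did not overlap, the largest rise in HEPs was that of rnasel2 (ENSDARG00000043196), by 4.86 (standard error 0.64, adjusted p = 0.00015 from limma with Benjamini-Hochberg adjustment), and the largest falls were -5.11 for ENSDARG00000044010 and -4.75 for hmgcra (standard error 1.07, adjusted p = 0.0097 from limma with Benjamini-Hochberg adjustment).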

In HEPs, TAA treatment induced an increase in the expression of gene sets associated with regulation of metabolic processes, namely carboxylic acid and hydroxy compound metabolism, as well as intra- and intercellular transport when compared to their control counterparts (Fig. 3C, D - cluster B). In contrast, we observed a decreased expression of gene sets associated with the formation and function of endoplasmic reticulum as well as negative regulation of various growth binding factors (Fig. 3C, D - clusters E and G). 

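In HEPs cluster E was at 2.50 ± 0.08 (SD, n = 3) under TAA and 3.77 ± 0.25 (SD, n = 3) in controls, a change of -1.27 (two-sided exact permutation test, p = 0.10). Of its 121 genes 112 had a lower mean under TAA, 28 fell past the threshold in limma and none rose past it. Cluster G fell in HEPs from 2.73 ± 0.30 (SD, n = 3), a change of -1.03 (exact permutation p = 0.10), with 24 of 145 genes past the threshold, all downwards. Neither change reversed under any of the alternatives or without any replicate.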

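The 82 genes of cluster D were at 1.94 ± 0.22 (SD, n = 3) in TAA-treated HEPs and 3.28 ± 0.75 (SD, n = 3) in controls, a change of -1.35 (two-sided exact permutation test, p = 0.10). In 81 of them the mean was lower under TAA, and 20 fell past the threshold in limma with Benjamini-Hochberg adjustment. Control replicate 1 was the highest of the control libraries, at 4.09 beside 2.60 and 3.16, and without each replicate in turn the change lay between -1.69 and -0.94.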

We also observed a relative reduction of expression of genes associated with the G2/M cell cycle transition in TAA-treated HEPs (Fig. 3C, D - cluster D; Supp. Fig. 5).

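In HSCs the median absolute change of all genes was 0.43 on the log2 scale, and in ECs it was 0.90. In a limma fit of the 6 HSC libraries alone, the number of changed genes was 630. Among genes past the threshold whose TAA and control values did not overlap, the largest rises in HSCs were those of ENSDARG00000042826, by 5.76 (standard error 0.54), lrp2b (ENSDARG00000007906), by 5.56 (standard error 0.29, adjusted p = 8.3e-10 from limma with Benjamini-Hochberg adjustment), and ctsl.1 (ENSDARG00000003902), by 5.03. The largest falls were -5.73 for ENSDARG00000116751 and -4.98 for actl6b (ENSDARG00000034107, standard error 0.90, adjusted p = 0.0020 from limma with Benjamini-Hochberg adjustment).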

Modest changes in gene expression were observed in HSCs. 

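In HSCs the 109 genes of cluster A were at 3.80 ± 0.13 (SD, n = 3) under TAA and 1.60 ± 0.51 (SD, n = 3) in controls, a rise of 2.20 (two-sided exact permutation test, p = 0.10). All 109 had a higher mean under TAA, and 76 rose past the threshold in limma with Benjamini-Hochberg adjustment. The change of the cluster was 0.29 in ECs (exact permutation p = 0.10) and -0.23 in HEPs (exact permutation p = 0.20, with overlapping values).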

Analysis of clusters revealed that upregulated gene sets were associated with extracellular space and structure organization as well as protein hydrolysis (Fig. 3C, D - cluster A), which reflects the known role of HSCs in ECM formation during liver damage response [9]. Conversely, we observed downregulation of genes associated with G2/M cell cycle transition, endoplasmic reticulum, estrogen response and immune activation (Fig. 3C, D - clusters G and H).

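In HSCs cluster G was at 2.01 ± 0.10 (SD, n = 3) under TAA and 2.26 ± 0.47 (SD, n = 3) in controls, and the difference of -0.25 did not hold up against the replicates (two-sided exact permutation test, p = 0.40). Of its genes 5 rose and 1 fell past the threshold in limma, and over the 65 genes with a mean value of at least 3 the change was 0.18. Cluster H was at 4.28 ± 0.56 (SD, n = 3) in control HSCs, and fell by 1.60 (exact permutation p = 0.10), with 86 of 155 genes past the threshold, all downwards. The genes of cluster D, which the paper relates to the G2/M transition in HEPs, fell from 1.69 ± 0.23 (SD, n = 3) to 1.05 ± 0.05 (exact permutation p = 0.10). Of these 82 genes 71 had a lower mean under TAA, but only 4 fell and 2 rose past the threshold. Only 19 of the 82 had a mean value of at least 3. The genes of cluster E, which with cluster G the paper relates to the endoplasmic reticulum, fell from 5.73 ± 0.65 (SD, n = 3) to 3.54 ± 0.12 (exact permutation p = 0.10), with 72 of 121 genes past the threshold.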

Altogether, cell-type-specific transcriptome profile revealed transcriptional response to short term TAA exposure. All of the analyzed cell types were subject to TAA-induced transcriptional shifts, with the highest change observed in ECs. These were hallmarked by decrease of vascular-specific genes and the increase of fatty acid and carbohydrate metabolism genes as well as in immune response-associated genes.

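The difference between the TAA responses of the cell types was tested as an interaction in limma, a comparison that was chosen after the data were seen. The response of 7492 genes differed between ECs and HEPs, of 7896 between ECs and HSCs and of 525 between HEPs and HSCs (adjusted p-value under 0.05, Benjamini-Hochberg). Of the 987 genes that changed in both ECs and HEPs, 786 changed in the same direction, and of the 896 that changed in both ECs and HSCs, 546 did. HEPs and HSCs shared 338 changed genes, 276 of them in the same direction, and 261 changed in all 3 cell types. Under TAA the 3 cell types differed in fewer genes than in controls in the fit of the 18 reporter-positive libraries, which gives more genes between controls than the fit of the 9 control libraries alone. ECs and HEPs differed in 739 genes under TAA and in 9512 in controls, and ECs and HSCs in 961 and 9896. HEPs and HSCs differed in 712 genes under TAA and in 1675 in controls. On a scale from 0 for control ECs to 1 for control HEPs, the 737 genes whose mean was higher by at least 3 in control HEPs than in control ECs lay at 1.03 ± 0.03 (SD, n = 3) in TAA ECs, and the 946 genes that were higher by as much in control ECs lay at 1.25 ± 0.02 (SD, n = 3). From the cell-type-specific profiles, the paper states that all cell types responded to TAA and that the change was highest in ECs.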

### TAA leads to genome-wide changes in chromatin regions enriched in binding sites for transcription factors regulating fatty acid metabolism and angiogenesis

Epigenetics has been acknowledged as an important player in liver fibrosis and regeneration [38–40], with a prospect of the development of epigenetic biomarkers and therapies. To investigate this aspect of liver damage, we ask whether epigenetic changes are involved in the earliest stages of liver fibrosis. To determine whether and to what extent epigenetic landscape in each liver cell type is altered during early stage liver injury, we characterized the changes in chromatin accessibility in HEPs, HSCs, and ECs upon TAA treatment.

We observed that in TAA-treated animals the most significant changes in chromatin state compared to control were observed in ECs, followed by HSCs and HEPs (Fig. 4A, B). ATAC-seq peaks distribution across the genome showed that the highest fraction of peaks (30-40%) was localized in the promoter (+/− 3 kb) regions (Fig. 4C, Supp. Table 7). Interestingly, the most significant changes in chromatin accessibility was observed in ECs, with the largest number of upregulated peaks found within the promoters of genes in clusters B (440 peaks) and F (74 peaks) and downregulated peaks in clusters G (120 peaks) and H (113 peaks) (Fig. 5A). The observed changes in chromatin accessibility correlates with changes observed in the transcriptional levels of genes within the corresponding clusters (increase in clusters B and F, and decrease in clusters G and H) (Fig. 4D). On the other hand, modest changes in chromatin accessibility were observed in the other two cell types. In HEPs, the highest change was observed in cluster B (30 up- and 18 downregulated). In HSC, 62 and 7 peaks were upregulated or downregulated in cluster B, respectively and 39 downregulated in cluster H.

**Fig. 4:**
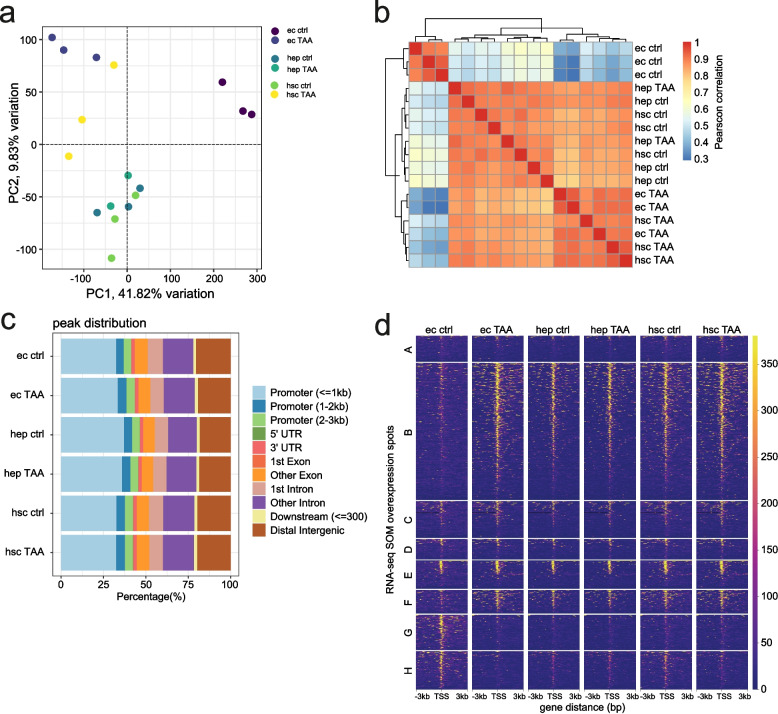
Chromatin accessibility maps of liver cells. **a** Principal component analysis of ATAC-seq peaks across cell types and conditions; **b** Sample pairwise Pearson correlation heatmap of chromatin accessibility in ATAC-seq peaks across cell types and conditions; **c** ATAC-seq peak distribution across genomic categories; **d** Coverage heatmaps of ATAC-seq peaks localized in the promoters (− 3 to + 3 kb from TSS) of SOM clusters

**Fig. 5:**
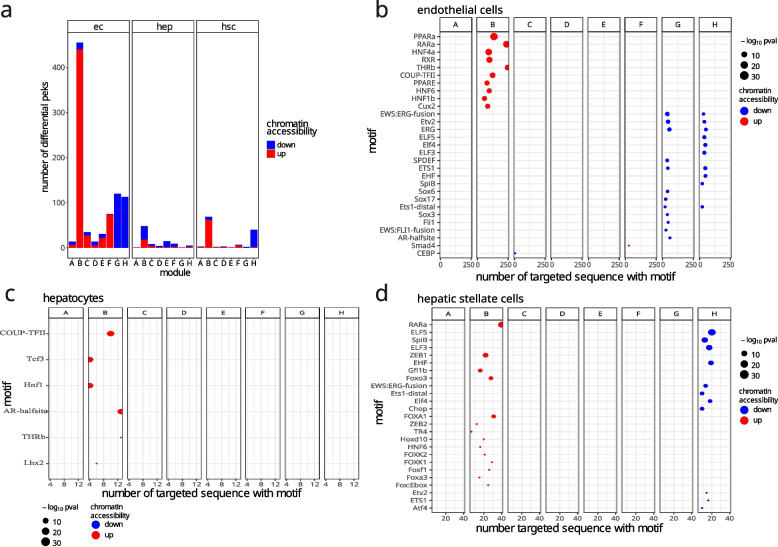
TF motif enrichment in response to pro-fibrotic stimuli. **a** Metrics of differential promoter peaks (− 3 to + 3 kb from TSS) in SOM clusters; **b** Homer motif enrichment analysis in ECs differential peaks; **c** Homer motif enrichment analysis in HEPs differential peaks; **d** Homer motif enrichment analysis in HSCs differential peaks. Only enriched motifs with p-adjusted < 0.1 are shown

To identify potential regulators involved in TAA response in each cell type, we searched for transcription factor (TF) motifs enriched in differentially accessible promoter peaks from SOM cluster genes (Fig. 5B-D, Supp. Table 6). Significant enrichments (p-adjusted < 0.05, Supp. Table 6) were identified predominantly in five tested groups of regions: cluster B upregulated regions in ECs and HSCs, cluster G downregulated regions in ECs and cluster H downregulated regions in ECs and HSCs. In ECs, we observed significant enrichment in motifs of fatty acid metabolism nuclear receptors such as RXR [41], THRB [42], HNF4A [43] and PPARA [41] among peaks upregulated in cluster B. This is in accordance with the result of gene set overrepresentation analysis (Fig. 3D). A drop in chromatin accessibility was observed for ECs peaks located in the promoter of genes from cluster G. TFs motifs identified in this cluster belong to ETS family (ETV2, ERG, SPDEF, ETS1) and Sox family (Sox6, Sox17, Sox3) involved in cell differentiation, migration and proliferation [44–46]. In HSCs, we found enriched motifs of TFs involved in cellular glucose homeostasis such as FOXA3 [47], FOXK1 [48], FOXK2 [49] and cell differentiation such as RARA, TR4, FOXA1, FOXA3 [50]. In cluster H downregulated regions, both in EC and HSC, we also found enriched motifs of ETS family including ETV2, ERG, ELF5, ELF3, ETS1, EHF, SPIB, ELF4. Additionally, in HSCs we found enrichment of ATF4 and Chop motifs, which are known to be involved in response to endoplasmic reticulum stress [51, 52]. Notably, ETS TFs also regulate endothelial function and homeostasis [53]. Altogether, our results show increased chromatin accessibility in the promoter regions of gene clusters associated with fatty acid metabolism, especially in ECs, and decrease of accessibility in clusters related to endothelial homeostasis and inflammatory response.

### ECs exhibit the highest gene regulatory response to TAA-induced liver injury

To further investigate cell type specific responses to TAA treatment we examined the character of promoter accessibility change in clusters most specific to each cell type. These included clusters B, G and H in ECs and cluster A in HSCs. In cluster B we observe the tendency in ECs towards increase in promoter accessibility upon treatment (Fig. 4D and Supp. Fig. 3B) combined with increase in expression (Fig. 3C). 

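In ECs apoa4b.1 (ENSDARG00000040298), a gene of cluster B, had an rlog value of 9.38 ± 0.37 (SD, n = 3) under TAA and 5.05 ± 0.41 (SD, n = 3) in controls, a log2 difference of 4.34 (standard error 0.32, adjusted p = 8.0e-10 from limma with Benjamini-Hochberg adjustment). It was at 8.15 ± 0.65 in control HEPs, where it rose by 1.54 (adjusted p = 0.0060 from limma with Benjamini-Hochberg adjustment), and at 9.07 ± 0.38 in control HSCs. For fbln5 (ENSDARG00000039273) the value in ECs was 7.84 ± 0.28 (SD, n = 3) under TAA and 3.73 ± 0.49 in controls, a log2 difference of 4.11 (standard error 0.29, adjusted p = 4.1e-10 from limma with Benjamini-Hochberg adjustment), beside 7.10 ± 0.09 in control HEPs. For both genes every TAA library of ECs lay above every control library (two-sided exact permutation test, p = 0.10). Accessibility is not analysed here.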

Among the genes that increase in accessibility, we focused on those that exemplify the largest gain in accessibility by selecting the top 25th percentile of change in accessibility and lower 25th percentile of read counts in the control sample (Fig. 6A). Among those were homologs of known human liver fibrosis markers such as Apolipoprotein A-IV [54] or Fibulin-5 [55] (Fig. 6C, D). 

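In ECs kdrl had an rlog value of 2.25 ± 0.34 (SD, n = 3) under TAA, beside 4.79 ± 0.72 (SD, n = 3) in TAA HEPs and 4.04 ± 0.72 in TAA HSCs. Its fall in ECs kept its direction under every alternative, between -11.88 and -10.26 (adjusted p = 6.5e-12 from limma with Benjamini-Hochberg adjustment for the values as deposited). The gene etv2 (ENSDARG00000053868) was at -0.07 ± 0.18 (SD, n = 3) in TAA ECs and 7.58 ± 0.09 (SD, n = 3) in control ECs, a log2 difference of -7.64 (standard error 0.40, adjusted p = 9.9e-12 from limma with Benjamini-Hochberg adjustment, two-sided exact permutation p = 0.10). In HEPs the change of etv2 was -1.87 (standard error 0.40, adjusted p = 0.0069 from limma with Benjamini-Hochberg adjustment).

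**Figure D2:**
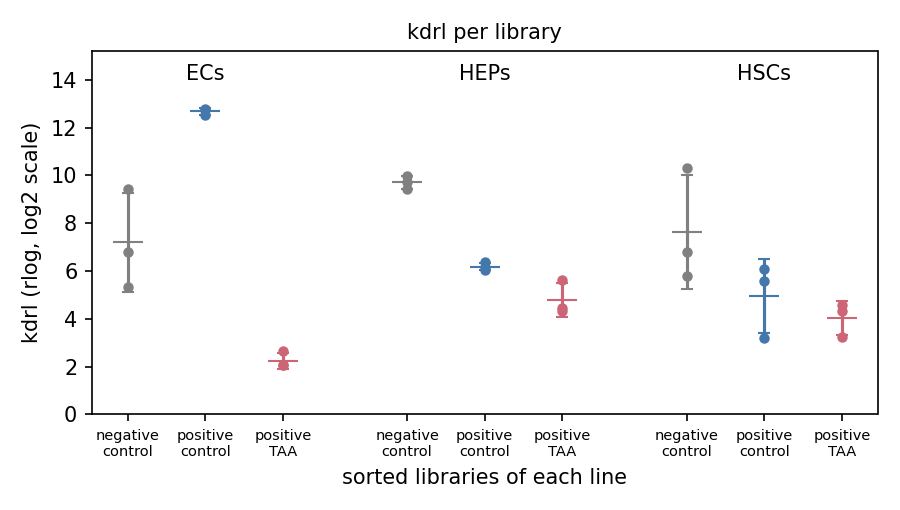
The rlog value (log2 scale) of kdrl in each library of each line. Points are libraries (3 per group), horizontal bars are group means and vertical bars are SDs. In the mCherry line the TAA libraries lie at 2.25 ± 0.34, lower than the negative and the positive control libraries.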

In clusters G and H we observe a decrease in promoter accessibility (Fig. 4D, Supp. Fig. 3C, D) accompanied by reduced gene expression (Fig. 3C). To select genes with the most prominent loss of accessible regions in their promoter after treatment, we examined differentially accessible regions in the lower 25th percentile in terms of accessibility change and upper 25th percentile in read counts in the control sample (Fig. 6B, Supp. Fig. 4A). Among such genes in cluster G were EC marker *kdrl* and known vascular endothelial regulator *etv2* [56] (Fig. 6E, Supp. Fig. 4C). In contrast, a limited number of changes were observed in promoter accessibility of HSCs in cluster A (Fig. 4D and Supp. Fig. 3A). Among the 5 genes within the top 25th percentile of accessibility changes and lower 25th percentile of read counts in control were *col4a6* and *elovl1a* (Supp. Fig. 4B, D, E).

**Fig. 6:**
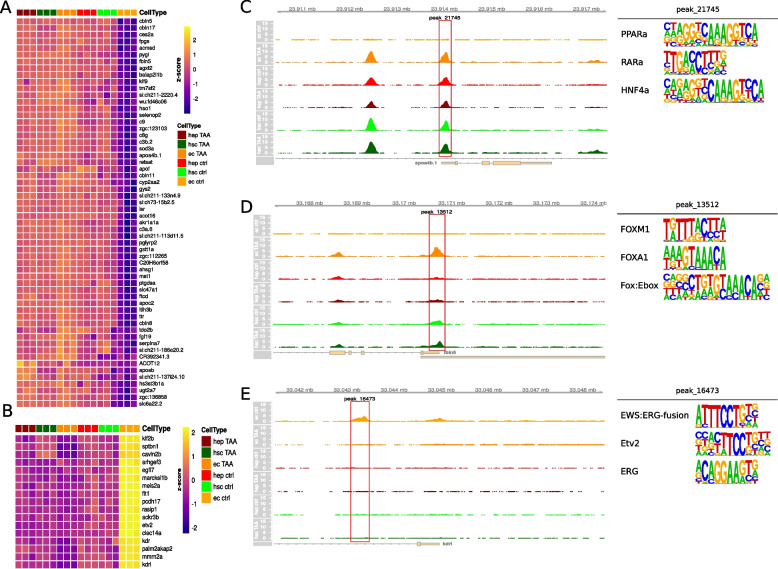
Cell type specific accessibility changes in response to TAA treatment in selected cell types and clusters. **a** Heatmap of selected genes in each cell type. Genes were selected based on accessibility patterns in cluster B; **b** Heatmap of selected genes in each cell type. Genes were selected based on accessibility patterns in cluster B; **c** Genomic browser snapshot at *apoa4b.1* promoter localization with accessibility track expressed as reads per million. Highlighted peak was used as a selection criteria in **a**., its three most enriched motifs are shown next to the browser track; **d** Genomic browser snapshot at *fbln5* promoter localization with accessibility track expressed as reads per million. Highlighted peak was used as a selection criteria in **a**., its three most enriched motifs are shown next to the browser track; **e** Genomic browser snapshot at *kdrl* promoter localization with accessibility track expressed as reads per million. Highlighted peak was used as a selection criteria in **b**., its three most enriched motifs are shown next to the browser track

## Discussion

Liver fibrosis is a wound-healing response to tissue injury and inflammation hallmarked by the ECM protein deposition in the liver parenchyma and tissue remodelling [57]. The predominant causes of liver fibrosis are chronic excessive alcohol consumption, viral hepatitis B and C and non-alcoholic fatty liver disease (NAFLD), the latter becoming a major concern with the increasing incidence of obesity in Europe and the USA [1]. While these conditions have been widely studied [1], current knowledge of gene regulatory networks and epigenetic hallmarks associated with the early response to hepatotoxic injury is still lacking. It is crucial to study these primary changes in the cell types most affected by injury to improve the tools for diagnosis of early liver fibrosis and related disorders. In order to dissect the molecular mechanisms regulating the initiation of hepatic fibrosis and understand the interplay between genetic and epigenetic signals in this process, we utilized the model of TAA-induced liver injury in adult zebrafish and characterized cell-type-specific changes at both transcriptome and epigenome level in three main liver cell types: HEPs, HSCs and ECs.

The conservation of many metabolic pathways across vertebrate species renders the zebrafish a potent model organism in drug discovery studies. It has been extensively used to study liver development and injury [58, 59], and has been especially useful in establishing various toxicity models [60]. Many xenobiotics used to establish murine models of drug-induced liver injury have been found to be as effective in zebrafish, with an added advantage of the larvae being suitable for toxicological studies at 3 days post-fertilization, when mature liver parenchyma can be observed [60]. While the zebrafish liver architecture is distinct from its mammalian counterpart, the morphology, localization and gene expression profiles of HEPs, ECs and HSCs are similar [58, 60, 61].

The hepatotoxic properties of TAA in mice and rats induces oxidative stress resulting first in formation of intracellular lipid deposits in the liver parenchymal cells (hepatocyte ballooning), and later leading to HEPs damage and necrosis [62]. Bioactivation of TAA into its hepatotoxic counterpart, TASO_2_ [63], requires proteins from the cytochrome p450 complex, functional orthologs for many of which exist in zebrafish, including proteins with > 44.87% sequence similarity to CYP2E1, the protein thought to be directly responsible for TAA metabolism in humans [64]. Moreover, CYP2E1 function was reproduced in zebrafish tissue homogenates, albeit without identifying the specific enzyme responsible for the process [65].

In line with previous reports [5, 66], we observed that gene expression profiles of respective cell populations are similar to those exhibited by their mammalian counterparts. Specifically, our sorted cell populations were enriched for known cell specific markers and relevant GO terms. These results are in agreement with the established existence of conserved molecular pathways between species [58]. Moreover, our analysis of cell-type-specific transcriptional response to TAA treatment highlighted known molecular components of the TAA metabolism pathway such as elements of the cytochrome p450 superfamily (Supp. Table 3). The most striking transcriptional response to TAA was observed in the ECs, highlighting those cells as the most affected by the treatment. This is likely a consequence of high permeability of ECs and also reflects their driving role in hepatotoxic injury response [67]. ECs, particularly LSEC, due to their exceptional permeability and intimate contact with the blood stream [68], are at the frontline of the toxic stimuli sensing. During liver damage, endothelial dysfunction occurs at early phases, before fibrosis initiation [69–71], under many liver etiologies such as non-alcoholic fatty liver disease (NAFLD) and alcoholic liver damage. Some evidence shows that LSEC dysfunction occurs before other liver injury early markers including Kupffer cell activation, nitric oxide content reduction or TNFα, IL-6 and ICAM-1 up-regulation [67, 70, 72]. To accompany their high toxins susceptibility ECs play a regulatory role in the liver cellular response to an injuring factor [67]. The main target of this regulation are the hepatic stellate cells (HSC), but evidence was shown on ECs involvement in control of HEPs proliferation [73]. In chronic models of liver injury, ECs, specifically LSEC, can generate a strong immune response and became highly proinflammatory, while secreting a vast range of cytokines and chemokines including TNF-α, IL-6, IL-1, CCL2 [67]. In response to those stimuli as well as the damaging toxin, other cells co-participate in the liver cellular response regulation. Injured hepatocytes and inflammatory cells secrete inflammatory mediators, which further stimulate LSEC and the inflammatory response.

To assess TAA-induced transcriptional changes in more detail, we applied SOM to identify clusters of co-expressed genes in our transcriptome data. We found eight clusters that showed greatest variability between conditions. The largest of these, cluster B, showed highest upregulation in response to TAA treatment in ECs. 

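The changes of the 554 genes of cluster B were larger in ECs than in HEPs for 483 genes and larger than in HSCs for 486 genes, and smaller for 0 (limma interaction with Benjamini-Hochberg adjustment, chosen after the data were seen). HEPs and HSCs differed in the change of 32 of them. In HSCs the cluster rose by 0.74, from 5.88 ± 0.48 (SD, n = 3) to 6.62 ± 0.02 (two-sided exact permutation test, p = 0.10), with 92 genes past the threshold, all upwards. Without each replicate in turn this rise lay between 0.46 and 0.88. In ECs the rise of cluster B was the largest of all clusters, followed by cluster F.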

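Among the genes of cluster B used here, 19 carry a cytochrome p450 symbol. All 19 rose past the threshold in ECs in limma with Benjamini-Hochberg adjustment, by 3.00 to 5.15 on the log2 scale with a median of 4.15. The largest rise was that of cyp2k18 (ENSDARG00000104593), from 2.12 ± 1.68 (SD, n = 3) to 7.27 ± 0.28 (standard error of the difference 0.52, adjusted p = 5.1e-08 from limma with Benjamini-Hochberg adjustment, two-sided exact permutation p = 0.10), beside 5.25 ± 0.20 in control HEPs. In HEPs 15 of the 19 rose and none passed the threshold, with changes from -0.75 to 1.90 and a median of 0.42. In HSCs 16 rose and 3 passed it, with changes from -0.72 to 1.79 and a median of 0.45. With quantile normalization 1 of them passed the threshold in HEPs and 1 in HSCs, and in ECs all 19 passed it. As all 554 genes of cluster B rose past the threshold in ECs, 19 of 19 is no sign of a cytochrome response in particular.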

Interestingly, this cluster consists of genes related to metabolic and redox processes, including 20 members of the cytochrome p450 superfamily. This suggests that cluster B represents the set of genes most directly responding to TAA treatment. The expression of CYP2E1 in LSECs was recently reported in the case of alcohol induced liver injury in mice [74]. Moreover, in agreement with the ability of ECs to regulate neighboring cells, eg. via angiocrine factors, we found many genes whose products are known to localize in the extracellular space in cluster B. This includes Apolipoprotein A-IV which has been recently identified as a potent liver fibrosis biomarker [54]. Conversely, clusters G and H showed strong downregulation upon TAA treatment. 

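In cluster G the change of all 145 genes was larger downwards in ECs than in HEPs and than in HSCs, and 11 genes differed between HEPs and HSCs (limma interaction with Benjamini-Hochberg adjustment, chosen after the data were seen). In cluster H 154 of 155 genes changed more downwards in ECs than in HEPs, and 154 more than in HSCs, and 3 genes differed between HEPs and HSCs. Cluster H also fell in HEPs, by 1.97 from 5.44 ± 0.46 (SD, n = 3; two-sided exact permutation test, p = 0.10), where 117 of its genes passed the threshold, all downwards. In HSCs all 155 of its genes had a lower mean under TAA, and in HEPs 154 did.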

Of these, genes involved in extracellular structure organisation (cluster G) showed the strongest response in the ECs, while genes involved in immune response (cluster H) were commonly downregulated across all cell types. Contrary to previous reports [75, 76], we did not observe an upregulation of extracellular space-associated genes, especially matrix metalloproteinase genes (clusters A and C) in HEPs. This may be due to the differences in experimental design, as in contrast to the cited studies we investigated the earliest stages of liver injury. 

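In HEPs cluster C was at 1.04 ± 0.05 (SD, n = 3) under TAA and 0.92 ± 0.20 (SD, n = 3) in controls (two-sided exact permutation test, p = 0.50), and 2 of its genes rose and 2 fell past the threshold in limma. In cluster A 2 genes rose and 5 fell past the threshold in HEPs. The matrix metalloproteinase genes of these clusters that are analysed here are mmp2 (ENSDARG00000017676), mmp14a (ENSDARG00000002235) and mmp23bb (ENSDARG00000009825). In HEPs mmp2 changed by 0.60 (standard error 0.66, adjusted p = 0.64 from limma with Benjamini-Hochberg adjustment), mmp14a by -0.76 (standard error 0.57, adjusted p = 0.47 from the same fit) and mmp23bb by 0.17 (standard error 0.59, adjusted p = 0.90 from the same fit). The change of mmp23bb reversed to -0.07 in a fit that left out a replicate. None of these changes held up against the replicate error.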

Other possible sources of divergent results may be the choice of hepatotoxin, as both cited studies employed CCl_4_. This result could also highlight the differences in model organisms of choice, as the cited studies have employed mice, rats and human cell lines.

The observed gene expression upregulation in response to treatment is accompanied by increased promoter accessibility. In agreement with RNA-seq data, we observe the largest chromatin rearrangements in ECs. This result suggests that chromatin remodeling is an important mechanism driving gene expression response to liver injury. Indeed, our motif enrichment analysis identified known motifs of transcriptional activators, such as the pioneer factors *foxa1* and *foxa3*, to be enriched in the regions of increased accessibility. Curiously, the murine homolog of *foxa3* has been implicated in promoting liver regeneration [77], while *foxa1* is important for proper liver parenchyma development [78]. Changes in promoter accessibility in other cell types were less prominent, however the increase in chromatin accessibility was observed in HSCs’ *col4a6* promoter region upon TAA treatment. This, taken together with the increased transcription of ECM genes in both ECs and HSCs can suggest that the initiation of ECM remodeling driven by both these cell types is triggered by hepatic injury.

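Collagen symbols are carried by 14 genes of the SOM clusters, and this family was chosen after the data were seen. In HSCs all 14 rose under TAA, by 0.26 to 4.38 with a median of 2.61, and 9 passed the threshold in limma with Benjamini-Hochberg adjustment. In ECs 4 rose and 2 fell past the threshold, with changes from -8.55 to 4.67 and a median of 0.50. The 4 that rose were col6a1, by 4.67 (standard error 0.44, adjusted p = 2.2e-08 from limma with Benjamini-Hochberg adjustment), col2a1b, by 2.76, col27a1b, by 2.13, and col6a2, by 1.93. The 2 that fell were col4a1, by -8.55, and col4a2, by -7.87. In HEPs none rose past the threshold and col12a1b fell by 3.14. With quantile normalization 5 collagens rose and 2 fell past the threshold in ECs, and all 14 rose in HSCs. Most of the 14 lie in cluster A, drawn from these libraries, in which all 109 genes had a higher mean under TAA in HSCs. The rise of those collagens in HSCs was thus set by the choice of genes and is no test of the family. The change of col4a6 (ENSDARG00000052061) in HSCs was 2.27, from 2.45 ± 1.70 (SD, n = 3) to 4.72 ± 0.16 (standard error 0.76, adjusted p = 0.071 from limma with Benjamini-Hochberg adjustment, two-sided exact permutation p = 0.10), and it passed the threshold in at least 1 of the fits that left out a replicate.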

## Conclusions

We induced liver injury using TAA, an established potent hepatotoxin, in adult zebrafish. Using this system, we identified cell-type specific response to early hepatotoxic liver injury at the transcriptomic and regulatory level. We demonstrated that in zebrafish, the first major liver cell population exposed to hepatotoxin - ECs - is also the most affected at both transcriptomic and chromatin accessibility level at this stage of liver injury. Importantly, genes known to be key players in ECM remodelling as well as metabolic and redox processes were observed to be responsive to TAA-mediated liver injury, including some which undergo chromatin re-arrangement at their promoter regions. Besides revealing the global transcriptome and epigenome landscape of early liver injury, this work provides insight into the molecular processes involved in early stages of liver damage. It also promises the viability of employing approaches providing even more specific, in-depth information, such as single cell sequencing or long read sequencing. These could potentially allow researchers to identify subpopulations of cells within major cell types that are responsible for distinct signals and injury response patterns, or assess transcript modifications triggered by early liver injury.

## Methods

### TAA dose-response assessment

Treatment of adult zebrafish individuals with TAA at a concentration of 300 mg/kg b.m. which was previously reported for female zebrafish [20] did not result in morphological changes compared to saline-injected controls (Supp. Fig. 2), thus suggesting that a higher concentration of TAA is required to induce liver injury in adult fish. In order to establish the optimal TAA concentration for adult zebrafish, we first performed a range-finding experiment to identify the working dose for zebrafish embryos, which we would then use as a guideline for establishing the higher dose in adults. By performing the toxicity assay in embryos instead of adults we bypassed the need to sacrifice large numbers of animals. Embryos at 48 hpf (*n* = 18 for each concentration) were placed individually in 12-well plates. 5 concentrations were tested: 150 mg/l, 375 mg/l, 750 mg/l, 1500 mg/l and 3750 mg/l. The TAA solution was changed every 24 h for 72 h, at which point the embryo survival was estimated. A control group for each concentration was kept in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_) and changed every 24 h for the duration of the experiment. We found that treatment of embryos with 1500 mg/l of TAA for 72 h resulted in ~ 50% mortality, thereby approximating the embryonic LC50 for TAA at this concentration. To ensure an adequate amount of TAA delivered to the adult liver, we adopted the intraperitoneal injection strategy repeated 6 times over the span of 2 weeks, with a dose of 500 mg/kg of body mass per injection.

### TAA administration and isolation of liver cell populations by fluorescence-activated cell sorting (FACS)

Zebrafish transgenic lines *Tg(fabp10a:dsRed)*, *Tg(hand2:EGFP)* and *Tg(kdrl:ras-mCherry)* in AB wild-type background were maintained in the IIMCB zebrafish facility (License no. PL14656251) according to standard procedures. Adult females were anesthetized with MS-222 (Sigma-Aldrich, Germany) as previously described [79] and injected intraperitoneally with 500 mg/kg thioacetamide (TAA) or sterile water as a control 6 times over the course of 2 weeks. A single dose of TAA would not approach the estimated LC50 for embryos, but the overall exposure to the toxin would exceed the estimated LC50. Adult fish weighing less than 2 g prior to the injections were excluded due to welfare concerns. Prior to toxin administration, the injection spot was wiped down with 1% povidone iodine to further limit the risk of infection. Overall, 15 fishes were injected with TAA. An additional 6 were injected with saline as a control. Fishes injected with TAA survived to the end of the 2-week treatment with 20% mortality (n surviving = 12). All saline-injected fishes survived the procedure. Experimental protocol for the treatment of animals in this study follows the guidelines approved by First Warsaw Local Ethics Committee for Animal Experimentation (file 15/2015). Livers were dissected and digested in Hank’s solution (1× HBSS, 2 mg/mL BSA, 10 mM Hepes pH 8.0) containing 0.05% trypsin (Sigma-Aldrich, Germany) and 2% collagenase (Sigma-Aldrich, Germany). Cell suspension was centrifuged at 500 g for 10 min at 4 °C. Cell pellet was resuspended in FACSmax (Amsbio, UK) and passed through a sterile 0.22 μm cell strainer (VWR, USA). Fluorescent cells were sorted by using FACSAria II cytometer (BD Biosciences, USA).

### RNA-seq

For RNA sequencing 100,000 fluorescent liver cells were sorted directly to TRIzol LS (Thermo Fisher Scientific, USA). After ethanol precipitation RNA was depleted of DNA by using DNase I treatment and purified on columns by using RNA Clean & Concentrator™-5 (Zymo Research, USA). RNA integrity was measured by RNA ScreenTape on the Agilent 2200 TapeStation system (Agilent Technologies, USA). RNA Integrity Number (RIN) was in the range from 8.5 to 10 for all the samples used for RNA-seq. Ribosomal RNA removal from 10 ng of total RNA was performed using RiboGone Kit (Clontech Laboratories, USA). cDNA synthesis for next-generation sequencing (NGS) was performed by SMARTer Universal Low Input RNA Kit (Clontech Laboratories, USA) as recommended by the manufacturer. DNA libraries were purified with Agencourt AMPure XP PCR purification beads (Beckman Coulter, USA) and DNA fragment distribution was assessed by using D1000 ScreenTape and Agilent 2200 TapeStation system (Agilent Technologies, USA). KAPA library quantification kit (Kapa Biosystems, USA) was used for qPCR-based quantification of the libraries obtained. Paired-end sequencing (2 × 75 bp reads) was performed with NextSeq 500 sequencing system (Illumina, USA).

### ATAC-seq

For ATAC-seq 60,000 fluorescent liver cells were sorted to Hank’s solution (1× HBSS, 2 mg/mL BSA, 10 mM Hepes pH 8.0), centrifuged for 5 min at 500×g and prepared for chromatin tagmentation as previously described [80]. NEBNext High-Fidelity 2 × PCR Master Mix (New England Biolabs, USA) and custom HPLC-purified primers containing Illumina-compatible indexes were used to prepare DNA sequencing libraries as previously described [81]. DNA libraries were purified with Agencourt AMPure XP PCR purification beads (Beckman Coulter, USA) and DNA fragment distribution was assessed by using D1000 ScreenTape and Agilent 2200 TapeStation system (Agilent Technologies, USA). KAPA library quantification kit (Kapa Biosystems, USA) was used for qPCR-based quantification of the libraries obtained. Paired-end sequencing (2 × 75 bp reads) was performed with NextSeq500 sequencing system (Illumina, USA).

### Bioinformatics analysis

Raw RNA-seq and ATAC-seq reads were quality checked using Fastqc (0.11.8). Adapters were removed using Cutadapt (1.18) [82]. RNA-seq reads matching ribosomal RNA were removed using rRNAdust [83] and remaining reads were aligned to the zebrafish reference genome (GRCz11) using STAR (2.6) [84]. ATAC-seq reads were aligned to the zebrafish reference genome (GRCz11) using Bowtie2 (2.3.4.3) [85]. Reads quality filtering was performed using SAMtools (1.9) [86]. Read and alignment quality reports were prepared in Multiqc (1.6). To identify nucleosome free regions (NFRs) ATAC-seq reads originating from fragments not longer than 128 bp were retained and shifted by + 4 / -5 bp depending on the alignment strand using alignmentSieve utility from deepTools suite (3.2.0) [87]. Those reads were further used for peak calling using Macs2 (2.1.0.2) [88] subcommands. Shortly for each of the three replicates per base enrichment *p*-value track was calculated using the Poisson test. Then *p*-values tracks from replicates were combined using Fisher method. After Benjamini - Hochberg multiple testing correction, peaks were called on obtained tracks with q-value cutoff of 1e-5. Further obtained BED files were manipulated using Bedtools (2.27.1) [89] to discard NFRs overlapping low complexity regions as defined in the Ensembl’s [90] reference genome (GRCz11). Enriched motifs in NFRs were identified using Homer (4.10) [91]. Downstream bioinformatics analysis were performed in R 3.4.4 using several Bioconductor [92] packages. Cell type specific genes at quiescent state, were identified using DESeq2 [93] by comparing gene expression in specific cell type with gene expression in the other two. High-dimensional portraying of gene expression profiles was performed using oposSOM [36]. Differential gene expression analysis and differential accessibility analysis was performed using DESeq2 [93]. ATAC-seq peaks were processed and visualized using ChIPseeker [94], clusterProfiler [95], rtracklayer [96] and Gviz [97].

### Histology and fluorescent microscopy

Adult females were sacrificed by overdosing MS-222 (Sigma-Aldrich, Germany) as previously described [98]. Samples were fixed in Dietrich’s fixative [98], dehydrated in ethanol and embedded in JB-4 resin (Sigma-Aldrich, Germany) for 3 h at 4 °C. Liver histology was examined microscopically in sections (4 μm thick) after hematoxylin and eosin (Sigma-Aldrich, Germany) staining using a modified protocol with increased staining and wash times to account for the lower staining efficiency in JB-4 resin. To detect fluorescence of GFP, mCherry and RFP, livers were fixed in 4% formaldehyde, incubated overnight in 20% sucrose, frozen in OCT solution (Leica Biosystems, France) and viewed under fluorescence microscope after sectioning (section thickness = 15 μm).

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

RNA-seq and ATAC-seq data have been submitted to the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE145565.

## Abbreviations

ECM: Extracellular matrix
TAA: Thioacetamide
HEP: Hepatocyte
HCC: Hepatocellular carcinoma
NAFLD: Non-alcoholic fatty liver disease
HSC: Hepatic stellate cell
LSEC: Liver sinusoidal endothelial cell
EC: Endothelial cell
SOM: Self-organising map
FACS: Fluorescence-activated cell sorting
GO: Gene ontology
TF: Transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

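RNA was sequenced by the authors from cells sorted from the livers of adult zebrafish of 3 reporter lines, with dsRed in HEPs, EGFP in HSCs and mCherry in ECs. The fish received 6 injections over 2 weeks of TAA, at 500 mg/kg, or of a control solution, and 100000 cells were sorted per library. The 27 libraries make 9 groups of 3, which are reporter-negative control, reporter-positive control and reporter-positive TAA cells of each line. Each library was assigned to its group and replicate number from the labels of the deposited table and the sample descriptions, and every column of the table was assigned.

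According to the paper, the authors trimmed the reads with Cutadapt, removed ribosomal reads with rRNAdust, aligned the rest to GRCz11 with STAR and processed the alignments with SAMtools, and they used DESeq2 in R. The deposited values are rlog values of DESeq2 on the log2 scale, for 18336 genes, and they range from -2.62 to 22.57. They are not counts, they cannot be turned back into counts, and the shrinkage of the rlog pulls differences of genes with few counts towards 0. The counting tool, the annotation release, the settings of the rlog and the filter that left these genes are not named in the text of the paper.

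The values were used as deposited, without a filter, with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Groups were compared with limma (lmFit on group means, contrasts.fit, and eBayes with trend=TRUE), and p-values were adjusted over all genes with the Benjamini-Hochberg method at a threshold of 0.05. TAA and control libraries were compared in a fit of the 18 reporter-positive libraries, cell types in a fit of the 9 reporter-positive control libraries, and positive and negative libraries in a fit of the 18 control libraries. The difference between the TAA responses of the cell types was tested as an interaction in the first of these fits. Single values of 3 against 3 libraries were compared with a two-sided exact permutation test, whose smallest p-value is 0.10. The SOM clusters were taken from Supp. Table 4 and averaged per library. Correlations between libraries were computed across genes after centring each gene on its mean over the 18 reporter-positive libraries.

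The fit was tested on simulated data with 18336 genes, 200 of them changed in ECs. It recovered 82 of these, none with the wrong sign, with a median error of 0.28 on the log2 scale, and it made 6 false calls in ECs and 0 in HEPs and HSCs, where no gene was changed. The noise had 1 spread per gene in all groups, unlike the data, so these numbers do not carry over to the real fits. The depth of a library is known here only as the read pairs of Supp. Table 1, which are the paper's, and the precision of a change is given by its standard error, which comes from the spread between replicates.

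Genes were named by a rule, which takes every gene that the paper names as an expression result, the cytochrome p450 and matrix metalloproteinase members of the SOM clusters and the reporter driver genes. For each cell type the rule adds the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold whose TAA and control values do not overlap, and not all of these are printed. The collagens outside this list and the choice of that family were made after the data were seen. Symbols come from Supp. Table 4, so a gene that it does not list is not analysed here by symbol. Lists of marker genes of liver cell types were written before their values were read, and the markers found all lie in the SOM clusters.

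The alternatives were a fit of only the libraries compared, a fit of all reporter-positive libraries for the cell types, no variance trend, only genes with a mean value of at least 3, libraries centred on their median, quantile normalization, an absolute log2 difference of at least 1, a comparison with each of the other cell types, the replicate number as a block, the median over the genes of a cluster, Spearman's coefficient, and leaving out each replicate in turn. The replicate number comes from the sample labels, and whether same-numbered libraries share fish is not stated. The paper gives 6 control fish and 12 TAA fish that survived. If no others were used, the 9 control replicates of the 3 lines cannot all come from separate fish, while the tests here treat every library as a separate replicate, so their errors may be too small. The comparison of responses between cell types and its alternatives were chosen after the data were seen. The ATAC-seq data, the transcripts of the reporters, the gene set analysis and the SOM itself are not analysed here.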

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

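Every test of an explanation in this part was chosen only after the result it concerns was seen, and the comparisons, thresholds and alternatives, apart from the interactions, were set before the data were examined.

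The TAA response differed between cell types. In an interaction test in limma with Benjamini-Hochberg adjustment, 7492 genes responded differently in ECs and HEPs, 7896 in ECs and HSCs and 525 in HEPs and HSCs. Of the 16 splits that exchange TAA and control libraries within both cell types and part all same-numbered pairs, 1 gave as many genes in each of the 3 comparisons, which was the real one, and 16 splits cannot give a share under 0.05. When the first cell type kept its real groups, other splits gave up to 7045, 7090 and 385 genes. Of the splits of the TAA and control libraries within a cell type, 1 of 4 gave as many changed genes in ECs, 1 of 4 in HEPs and 1 of 4 in HSCs, each time the real one.

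Scaling between libraries is not the explanation for the difference between ECs and HEPs as a whole, because 7284 genes responded differently after quantile normalization. By the paper's read pairs the ratio of TAA to control medians was 0.787 in ECs, beside 1.19 in HEPs and 1.35 in HSCs, with repeated ATAC-seq entries among the latter. Control EC replicate 3 had 31.3 M read pairs, fewer than any TAA library of ECs. Against this library alone 2904 genes had an absolute log2 difference of at least 3 from the mean of the TAA libraries. The number was 2827 against the mean of the control libraries. Against control replicates 1 and 2, with 47.3 and 46.5 M read pairs, it was 2694 and 2957. Cluster B changed by 3.53, 4.30 and 3.93 against control replicates 1 to 3, and cluster G by -7.80, -7.78 and -7.54. Cluster G was at 0.78, 1.00 and 1.02 in the TAA libraries, with 32.9, 36.6 and 44.8 M read pairs. These values argue against the number of read pairs as the explanation for the changes of clusters B and G. Control replicate 3 is 1 library. It had fewer duplicates than the TAA libraries in read 1 (66.1% beside 81.0% to 88.1%) but more in read 2 (76.1% beside 69.1% to 75.4%). Which had fewer distinct reads is open, and a difference in distinct reads cannot be told apart. The TAA libraries of ECs and HEPs differed in 739 genes. The highest correlation across genes, which are not independent replicates, of a TAA library of ECs with one of HEPs was 0.482, below the lowest between replicates of either group, 0.535. An origin of these libraries from the same cells is thus not the explanation, unless all libraries of a line shared a difference in preparation. Control ECs differed from the TAA libraries of HEPs in 9111 genes, and from control HEPs in 9512 in the same fit. Control HEPs differed from the TAA libraries of ECs in 2227 genes. With the TAA libraries as labelled, 9387 genes changed in ECs and 1357 in HEPs. The larger response of ECs would thus remain after an exchange, and these counts argue against an exchange as its explanation. Whether one took place is open. A sequencing batch cannot be told apart from the treatment, since in 6 of the 6 TAA libraries with their own entry in Supp. Table 1 the share of duplicates was higher in read 1 than in read 2, and in 0 of 9 control libraries. These TAA libraries come from all 3 cell types. An effect of the batch shared by the cell types would not make their responses differ, and one that differs between them was not tested.

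RNA of hepatocytes in the mCherry-positive TAA libraries cannot be told apart from a response of ECs. On the scale from control ECs at 0 to control HEPs at 1, the genes that were higher in control HEPs lay at 1.03 in TAA ECs and 0.956 ± 0.027 (SD, n = 3) in TAA HEPs, without overlap. A mixture with RNA like that of TAA HEPs would not by itself pass their level, and one with RNA like that of control HEPs could reach 1. The TAA EC libraries lay from 1.002 to 1.056. The genes higher in control ECs lay from 1.23 to 1.27 in TAA ECs and from 1.09 to 1.18 in TAA HEPs. The hepatocyte markers were at 11.01 to 11.53 in TAA ECs and at most 10.63 in TAA HEPs. These markers all lie in cluster B, which was drawn from these libraries and is highest in TAA ECs, so they cannot count here. The positions of both gene sets argue against a mixture with RNA just like that of the dsRed-positive libraries as the whole explanation. Whether those libraries are free of other cells is not known, and kdrl was at 4.79 in TAA HEPs beside 2.25 in TAA ECs. Purer or other hepatocyte RNA is thus left open. A loss of other non-hepatocyte cells from the mCherry-positive TAA libraries could not be separated from hepatocyte RNA in them. The leukocyte markers changed by -6.77 in ECs but all lie in cluster H, in which every gene fell. A lower expression of endothelial genes in cells that stayed endothelial cannot be told apart either, as 12 of the 16 endothelial markers were lower in TAA ECs than in TAA HEPs and 4 were not, and all of them lie in cluster G. The mean of these markers was 0.75 ± 0.23 (SD, n = 3) in TAA ECs and 1.36 ± 0.33 in TAA HEPs. The larger response of ECs may thus reflect a change in the cells that were sorted, a change of expression within ECs, or both, and no test here parts them.

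Clusters E and F rose in ECs and fell in HEPs and HSCs. The response of 59 genes of cluster E differed between ECs and HEPs and of 88 between ECs and HSCs, and in cluster F it was 92 and 92 of 95. Scaling is not the explanation for cluster F, which rose by 3.95 in ECs after quantile normalization. In TAA ECs cluster F was 0.85 higher than in TAA HEPs, and cluster E was at 3.39 ± 0.48 (SD, n = 3) beside 2.50 ± 0.08. In control HEPs, however, cluster E was at 3.77 ± 0.25 (SD, n = 3), above its mean in TAA ECs. Cluster F was 0.27 higher in TAA ECs, at 5.61, 5.69 and 6.32, than in control HEPs, at 5.82, 5.38 and 5.61. RNA of hepatocytes in the TAA libraries of ECs thus cannot be told apart from a rise of these clusters in ECs. Depth was not tested for these clusters.

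In the reporter-negative libraries the paper reports the reads of the reporters, and other genes of these libraries were read here. In EGFP-negative control replicate 3 the mean of the endothelial markers was 6.58, beside 2.88 and 2.52 in replicates 1 and 2. The difference was 3.53 after quantile normalization, so scaling is not the explanation. The hepatocyte markers differed by -5.13 in the other direction, and the leukocyte markers were at 8.57, beside 4.78 and 4.96. This may reflect more endothelial cells and leukocytes and fewer hepatocytes in that library. Its mean correlation across genes, which are not independent replicates, was 0.407 with the mCherry-positive control libraries and -0.390 with replicates 1 and 2. At most 3 of the 5 marker sets lay within 1 of the range of any other group, and 1 in the mCherry-positive control group, whose endothelial markers were at 8.54 to 8.92. This argues against a library of the mCherry-positive control group under this label. Replicates of other groups can differ by more than 1, as the endothelial markers of mCherry-negative replicates 1 to 3 were at 5.69, 2.47 and 3.13. A library of another, more variable group under this label is thus left open. No biological explanation was tested.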

How the results depend on the processing

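The splits of the libraries in this part were tested only after the results were seen. Over all alternatives, 403 of the values that answer a comparison were the same, while 22 were weaker, 8 stronger, 8 reversed and 2 moved. For a gene, the same means its direction and side of the threshold, and for a count within 1.5 times. For a cluster only the direction was checked, and for a correlation whether it stayed within its SD. With the replicate number as a block, the change of a cluster cannot differ, so these entries among the 403 could not fail. Of the cluster changes, 21 kept their direction under every alternative that was run and 3 did not. Of 49 results for single genes, 35 were the same throughout, 5 were weaker, 2 stronger and 7 reversed under at least 1 alternative.

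With only genes of a mean value of at least 3, 5917 genes changed under TAA in ECs, 3530 were higher in control ECs and 6 differed between dsRed-positive and dsRed-negative cells. The change of cluster G in HSCs was then 0.18, that of cluster C in HSCs 0.092, and the correlation of TAA and control ECs across genes, which are not independent replicates, -0.69. It was -0.55 with Spearman's coefficient. With only the 6 libraries of the cell type, 630 genes changed in HSCs. With a comparison against each of the other cell types, 124 genes were higher in control HEPs and 111 in control HSCs. With the replicate number as a block, 26 genes differed between positive and negative cells in the dsRed line and 3 in the EGFP line, and with quantile normalization 2 in the EGFP line. With quantile normalization cluster D changed by 0.25 in ECs and cluster C by 0.11 in HSCs, and dcn by 0.011 in HEPs. Cluster C in HSCs was at 0.020 with libraries centred on their median and at 0.16 with the median over its genes. The cause of these changes was not tested.

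In fits that each left out a replicate, the changed genes ranged from 770 to 1146 in HEPs and from 733 to 1868 in HSCs, and the genes with a different response in HEPs and HSCs from 331 to 675. The genes higher in control HEPs ranged from 1201 to 1448. Those differing between positive and negative cells ranged from 0 to 33 in the dsRed line, where 1874 had an unadjusted p under 0.05 with all replicates, and from 1 to 133 in the EGFP line. Cluster C in HSCs ranged from -0.14 to 0.18. For single genes, the ranges that crossed 0 were -0.12 to 0.40 for cyp2y3 in HSCs, -0.075 to 0.64 for col1a2 in HEPs, -0.066 to 0.39 for col5a2a in ECs, -0.47 to 0.49 for col5a2a in HEPs, -0.34 to 0.29 for dcn in ECs, -0.28 to 0.15 for dcn in HEPs and -0.067 to 0.55 for mmp23bb in HEPs. The cause was not tested.

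The interactions, whose alternatives were chosen after the data were seen, gave 5010 to 7328 genes for ECs and HEPs, 5273 to 7824 for ECs and HSCs and 405 to 527 for HEPs and HSCs, apart from the fits that left out a replicate. The share of rising genes among those changed in ECs depended on the scaling, and was 38.5% as deposited, 44.9% with centred libraries and 52.9% with quantile normalization. The markers and clusters were drawn from the same libraries, so their results show no stability.

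Of 100 splits of the 9 control libraries, 1 gave as many genes higher in ECs, which was the real one, but 5 gave as many for HEPs and 5 for HSCs, the real one included. In 3 of these for HEPs and 4 for HSCs, the group compared with the others was made of the 3 control EC libraries. Of the 4 splits of positive and negative libraries that part all same-numbered pairs, 1 gave as many genes in the mCherry line, 1 in the dsRed line and 4 in the EGFP line, where the real count was 0 and 1954 genes had an unadjusted p under 0.05.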

Differences from the paper's values

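The paper gives 380 genes higher in control HSCs and 2199 were found here, and none of the alternatives set before the data were examined closed the gap. For control HEPs the paper gives 126 and 1830 were found here. Of those alternatives only the comparison with each of the other cell types, with 124 genes, closed this gap, and the others did not.

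Of 28 log2 fold changes set beside those of the paper's supplement, all had the same sign and 17 differed by more than the larger of the replicate SD here and the standard error of the paper, all 17 smaller in size here, where the values are shrunken rlog values. The numbers in parentheses are the standard errors of the paper. Under TAA in ECs the paper gives 5.29 (0.41) for apoa4b.1 against 4.34 here, 5.05 (0.34) for fbln5 against 4.11, 8.08 (0.74) for ENSDARG00000114142 against 6.48 and 8.91 (0.77) for igfbp1b against 6.32. In HEPs it gives -6.39 (0.80) for ENSDARG00000044010 against -5.11 here, -7.55 (1.65) for hmgcra against -4.75 and -6.43 (1.43) for ENSDARG00000039730 against -4.28. In HSCs it gives 7.36 (1.38) for ctsl.1 against 5.03 here and -8.52 (1.76) for actl6b against -4.98. In control ECs it gives 8.96 (0.91) for sox18 against 6.47 here, 8.55 (0.42) for sele against 7.10 and 9.35 (0.50) for flt1 against 7.63. None of the alternatives set before the data were examined closed these gaps.

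For 5 genes leaving out a replicate brought the gap under the replicate SD, which is the larger error for them, though for 4 of them not under the standard error of the paper, and no other alternative set before the data were examined did so. The paper gives 5.57 (0.41) for cyp2y3 in ECs against 4.63 here and 4.98 without a replicate, with an SD of 0.63, 6.40 (0.98) for rnasel2 in HEPs against 4.86 and 5.48, with an SD of 1.08, and 7.86 (1.58) for ENSDARG00000004402 in HEPs against 4.25 and 5.41, with an SD of 2.46. In HSCs it gives -8.19 (0.97) for ENSDARG00000116751 against -5.73 and -6.58, with an SD of 2.44, and -7.50 (1.45) for ENSDARG00000115819 against -4.70 and -5.57, with an SD of 2.53.

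The paper states that more genes were specific to HSCs than to HEPs. The order was the same here in the comparison with the mean of the other cell types, and in the comparison with each of them 111 genes were higher in HSCs and 124 in HEPs. For HSCs under TAA, Supp. Table 3 lists 645 genes that rose and 954 that fell. Here 782 rose and 723 fell, and of the alternatives only the fit without control replicate 3 gave more that fell, with 621 and 721. The paper states that genes of cluster G were downregulated in HSCs. Here 5 of them rose and 1 fell past the threshold, and the change of the cluster was -0.25 (two-sided exact permutation test, p = 0.40). The paper states that transcription of ECM genes rose in ECs. Here 4 of 14 collagens rose and 2 fell past the threshold in ECs. All 14 were taken from the SOM clusters, which were drawn from these libraries, so this is no independent test.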

Other observations

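The tests of explanations in this part were chosen only after the results were seen.

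The EGFP-positive control libraries were close to the dsRed-positive ones. On the scale from control ECs at 0 to control HEPs at 1, the genes higher in control HEPs lay at 0.911 ± 0.083 (SD, n = 3) in control HSCs. RNA of hepatocytes in the EGFP-positive control libraries may account for this, and an expression of these genes in HSCs was not tested. Scaling is not the explanation, because after quantile normalization they lay at 0.942 ± 0.059 (SD, n = 3), over the genes chosen in the same way.

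The 6 stellate markers rose in HSCs from 2.06 ± 0.73 (SD, n = 3) in controls to 5.07 ± 0.33 under TAA. They all lie in cluster A, in which all 109 genes had a higher mean under TAA in HSCs, so their rise is no independent test. The biliary markers, of which 3 were found, were at 4.42 ± 0.59 (SD, n = 3) in control HSCs and 5.74 ± 0.16 under TAA. Under TAA hand2 rose by 1.75 in HSCs (adjusted p = 0.0082 from limma with Benjamini-Hochberg adjustment) and by 1.67 in HEPs (adjusted p = 0.011 from the same fit), and in both cell types it was higher in each of the 3 TAA libraries than in any of the 3 control libraries. The gene elovl1a rose by 2.00 in HSCs (adjusted p = 0.038 from limma with Benjamini-Hochberg adjustment), where each of the 3 TAA values was above the 3 control values. No biological explanation was tested for these values.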
